A study of Homo sapiens with 40 samples. Its data were reported in "Molecular Atlas of HER2+ Breast Cancer Cells Treated with Endogenous Ligands: Temporal Insights into Mechanisms of Trastuzumab Resistance" (2024).

How the data were processed

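Accessible chromatin was measured by Omni-ATAC-seq in 40 libraries of BT474 cells and of BT474R, a clone grown out of them under trastuzumab. Per the labels, each line was sampled before treatment (T0) and 1, 12 and 24 h after EGF, HRG or vehicle (control), with 2 libraries in each of the 20 groups. Per the paper, cells were serum starved before T0, and ligand or vehicle was given in fresh starvation medium. The libraries were grouped by line, treatment and time exactly as labelled, and none was left out. Nothing in the labels says whether the 2 libraries of a group come from separate cultures, so every p-value measures only the spread between these libraries.

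The authors trimmed the reads, aligned them to GRCh38 with BBMap, and called peaks with Genrich, 1 list per library, after removal of mitochondrial and blacklisted reads. Each deposited list gives for every peak a score, which is the area under the curve of the authors' peak caller, with a smallest value of 200 in these files. The deposited lists also give a -log10 p per peak, made by the authors. Both were used only to rank and filter peaks within a list, never as a measure of signal between libraries. Reads were not analysed here, so the authors' count-based test of differential accessibility could not be repeated, and every result concerns the presence or absence of a peak.

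The lists held 32504 to 56882 peaks. Peaks on the 22 autosomes and X were kept, and the 1196 peaks on unplaced contigs (0.0606% of all) were left out. All 43 sequence names occurred in the reference genome, no peak ran past the end of its sequence, and 53.2 to 69.6% of the 1000 strongest peaks of a library had their summit within 1 kb of a transcription start site (TSS), which was how the genome build was checked. Coordinates are GRCh38 and count from 1. Because a longer list opens more regions by itself, lists were brought to equal length within a comparison: at each time every library kept its strongest peaks by score, as many as the shortest list held, among the libraries of that line for ligand comparisons and of both lines for the comparison of lines.

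Consensus regions were made by merging peaks of all 40 lists that overlapped by 1 bp, and were kept where 2 or more libraries had a peak. This gave 71600 regions covering 52.4 Mb, with a median of 551 bp. A region was open in a library when a peak of its equal-length list overlapped it. Otherwise it was counted as closed, though a weaker peak of the deposited list, removed by the cut, may lie there. Each region was assigned to the nearest of 78397 TSSs of 19618 protein-coding genes (GENCODE 44) within 100 kb, and called promoter within 3 kb. Nearness does not show which gene a region acts on. A region was counted as holding a motif when the consensus occurred on either strand within 100 bp of a peak summit.

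Regions open more often in 1 line were found with a two-sided exact conditional test over 10 strata of time and treatment, 2 against 2 libraries in each. For each ligand and line, Fisher's exact test (two-sided) compared the 6 ligand with the 6 control libraries of all 3 times, in regions open in 5 to 7 of the 12, since no other can reach p 0.05. Adjusted p-values are Benjamini-Hochberg, with a threshold of 0.05. At a single time, 2 against 2 libraries give no p below 0.33, so regions open in both ligand and neither control library (gained), or the reverse (lost), were counted, and their number was divided by the mean number obtained when the same 4 libraries were split in the 2 other ways. Control cells were set against T0, and EGF against HRG, in the same way. EGF and HRG share their control libraries within a line, so overlaps between the ligands within a line were not interpreted.

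Measures with 1 value per library were the number of peaks, the covered length, the percent of peaks outside promoters with each of 22 consensus motifs within 100 bp of the summit (18251 to 33299 peaks scanned per library), and, for each of 19 gene lists (323 genes), the percent of the list's regions open in a library minus that percent over all assigned regions. The lists, the motifs and the tests were fixed before the data were examined. Some list members, CXCR4 and CA9 among them, are genes that the paper reported from these same samples. For such genes the choice is not independent of the data. The motif match is to a consensus string and does not tell members of a factor family apart. Treatment labels were permuted within time over all 216 arrangements (exact, two-sided, smallest p 0.00926), and line labels within time and treatment in 100000 draws (smallest p 1e-05). Adjustment ran over 154 motif tests (22 motifs in 7 contrasts, that of the lines among them) and over 133 list tests. The adjusted p of a ligand contrast therefore also depends on how many tests of the other contrasts had a small p. The difference between lines in a ligand's effect was tested over all 46656 exchanges of line labels within time and treatment, on values centred on each line and time, with adjustment over 82 tests. Each list effect was also set among those of 10000 random gene sets of the same number of genes. The percent of promoter or motif regions carries exact 95% Clopper-Pearson intervals, which treat regions as independent. Similarity of 2 lists is the Jaccard index of covered bases.

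Named regions follow a rule set in advance: for the lines up to 15 per direction, and for each ligand up to 12, with different nearest genes and the largest difference in libraries with a peak (at least 5 for ligands), ties broken by rank within the lists, plus up to 4 per gene list and genes fixed in advance, among them EGFR, ERBB2, ERBB3, IRF1, CXCR4 and CA9. For ligands in BT474R no region passed the threshold, and the named ones are those with the largest difference.

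Settings were varied as follows: lists as deposited, lists of 50% length, only peaks with at least 2 times the smallest score, ranking by -log10 p, peaks covering 50% of a region, 500 bp windows on summits, regions open in 4 or more libraries, other tests, each library left out in turn, a motif window of 50 bp, promoter peaks included, TSS distances of 1 and 10 kb, and, chosen after the first results, omission of the 12 h libraries and 1 list length for all times. The tests were tested on simulated data built on these libraries. With 200 regions fully switched by a ligand, all were called in BT474 and none in BT474R, where 277 (EGF) or 258 (HRG) fully separated regions would have been needed, while 600 switched regions were all called in both lines. Of 200 regions open in 80, 90 or 100% of the libraries of 1 line, the test of lines called 17.5, 91.0 and 100%. The permutation tests of single contrasts gave p under 0.05 for 3.5 to 6.4% of unshifted measures, and the test of the difference between lines for 8.0% (EGF) and 7.93% (HRG), so that test is somewhat liberal. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used, with random seed 7.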

Results

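Peak lists from Omni-ATAC-seq, which marks open chromatin, were available for 40 libraries of 2 HER2-amplified breast cancer lines, 20 per line. BT474 is sensitive to trastuzumab, an antibody against HER2, and BT474R is a resistant clone of it. EGF binds EGFR, and HRG (heregulin) binds ERBB3 and ERBB4, so the ligands reach the HER2 signalling network through different receptors. Cells were collected before treatment (T0) and 1, 12 and 24 h after EGF, HRG or vehicle (control), in duplicate. All were serum starved: T0 was taken after starvation, and controls and ligand-treated cells stayed in starvation medium. Depth is known only as the number of peaks, which was 51470 ± 2714 (SD, n = 20, 47604 to 56882) in BT474 and 47190 ± 6920 (n = 20, 32504 to 56525) in BT474R. The shortest lists were those of BT474R controls at 12 h (36400 ± 5552, n = 2) and of BT474R with EGF at 12 h (37840 ± 515.5, n = 2). Peaks within 3 kb of a transcription start site made up 32.1 to 42.5% of a library. The scores of the peaks are the authors', and served only to rank and filter peaks within a list.

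The first question was whether libraries of a group resembled each other more than other libraries. Replicate lists shared 82.9 ± 3.85% of their covered bases (SD, 20 pairs, lowest 71.7%), pairs of the same line and time with another treatment 80.5 ± 3.36% (72 pairs), pairs of the same line at other times 76.9 ± 6.10% (288 pairs), and pairs from different lines 62.3 ± 3.87% (400 pairs). Among the 18 replicate pairs that could be exchanged within a line and time, the mean was 83.5%, higher than for exchanged pairs (one-sided permutation p 2e-05, 100000 draws). Neither ligand changed the number of peaks past the threshold. EGF in BT474 came closest, with 53680 against 50010 peaks (permutation p 0.0185, exact, two-sided, adjusted p 0.0864, n = 6 per arm). In BT474R the difference between EGF and HRG was -3114 peaks, and only without replicate 2 of HRG at 24 h did it pass the threshold, at -4937 (adjusted p 0.0377). BT474R covered 29.4 ± 4.68 Mb and BT474 33.1 ± 1.28 Mb (SD, n = 20 each; difference -3.76 Mb, two-sided permutation p 0.00151, adjusted p 0.0211), but without the 12 h libraries the difference was -1.21 Mb and not called (adjusted p 0.713).

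The comparison of the lines asked what distinguishes the chromatin of the trastuzumab-resistant clone. Regions open in every BT474R library and in no BT474 library included an intron of EGFR, the receptor of EGF, the promoter of DUSP6 and a distal region of SPRY4, both genes of feedback on the MAPK pathway, and the promoter of KLK2, an androgen-responsive gene. NFKBIA, IL6 and CXCR4, genes of the NF-kB response, had such regions too. The reverse, open in every BT474 and in no BT474R library, held for an intron of the survival gene BCL2, for regions of SOX4, TBX3 and TFAP2A, transcription factors of luminal breast cells, for the promoter of BTC, which encodes an ERBB ligand, and for a region near CCNE1, which encodes cyclin E1. GREB1, an oestrogen receptor target, INSIG1, ACACA and CA12 had regions of both kinds.

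In the stratified exact test 8834 regions were open more often in BT474R and 9372 in BT474, together 25.4% of the 71600 regions. Of these, 799 and 760 were open in all 20 libraries of 1 line and none of the other (p 3.31e-08, adjusted p 1.52e-06, n = 20 per line). Regions open more often in BT474R lay nearest to 4324 genes and those in BT474 to 4816 genes. Promoters made up 12.9% of the former (95% interval 12.3 to 13.7) and 22.8% of the latter (22.0 to 23.7), against 31.7% of regions not called. Only 44246 regions varied between libraries and could be called, and their promoter share is not given here. At T0 alone, with 2 libraries per line, 6231 regions were open only in BT474R and 6081 only in BT474, 43.7 times the mean of the other splits of those 4 libraries. Using a single replicate number leaves 1 library against 1 in each stratum, and no region was then called. The counts dropped to 3967 and 4172 with lists of 50% length and to 1611 and 1528 with T0 and control libraries only, and the count for BT474R was 4525 when only peaks of at least 2 times the smallest score were used.

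Of the regions open in all BT474R and no BT474 libraries, the EGFR intron lay at chromosome 7 from 55129193 to 55130345, the DUSP6 promoter at chromosome 12 from 89348855 to 89349736, and the SPRY4 region at chromosome 5 from 142341876 to 142342733. The KLK2 promoter region ran from 50858687 to 50859386 on chromosome 19, and the CXCR4 region from 136104889 to 136105453 on chromosome 2. The NFKBIA region lay at chromosome 14 from 35385288 to 35386034, and the IL6 region at chromosome 7 from 22682275 to 22682831, inside an intron of STEAP1B. By rank the strongest regions of this kind included those at TEX14, ARHGEF4, LMTK3, POU2F2, GPR179, RRN3, KCNU1, FOXP4, CHST12, AACS, LFNG, INSIG1, DENND3 and FBRSL1. Among them the promoters of LMTK3, a kinase gene, and POU2F2, a transcription factor gene, were open. Further regions of the kind were nearest to the androgen-responsive gene SLC45A3, the luminal genes ELF3 and KRT19, the hypoxia genes EGLN3 and NDRG1, and SREBF1, SNAI2, VAV2, SMAD2, COL1A2 and ERG.

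In the other direction the BCL2 intron lay at chromosome 18 from 63258583 to 63260646, the SOX4 region at chromosome 6 from 21609475 to 21610467, the TBX3 intron at chromosome 12 from 114671411 to 114672508, and the TFAP2A region at chromosome 6 from 10426023 to 10426855. The BTC promoter region ran from 74768943 to 74769546 on chromosome 4, and the CCNE1 region from 29834951 to 29835305 on chromosome 19. The strongest by rank lay at PRRT3, MGAT4C, CIDEB, ARHGEF17, MFSD1, PHF19, PRDM9, BCL2, ANKRD30B, CMTM3, SOX4, AHRR, MLPH, TSHZ2 and PREX1, and for CIDEB, ARHGEF17, MFSD1, PHF19, PRDM9, ANKRD30B, CMTM3 and AHRR they were promoters. CA12, a carbonic anhydrase gene, had its promoter open only in BT474 (chromosome 15 from 63381105 to 63382377) and an intron open only in BT474R (63329939 to 63330548). The promoters of ACTN1, a gene of the cytoskeleton, and of PPARGC1B, a gene of mitochondrial biogenesis, and regions of KLF10, ALDH1A3, EZR, PFDN4 and NCOA3 were also open only in BT474.

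Among the genes chosen in advance, EGFR had 23 regions, of which 16.0 ± 1.69 (SD, n = 20) were open in a BT474R library and 7.95 ± 1.36 in a BT474 library, and 8 passed the test towards BT474R and 1 towards BT474. ERBB3, the receptor of HRG, had 3 regions, all open in every BT474R library and 1.15 ± 0.489 of them in a BT474 library, and 2 passed towards BT474R. CXCR4, a chemokine receptor gene, had 4.35 ± 1.14 against 2.15 ± 1.04 of 8 regions open and 2 passed towards BT474R. ERBB2 (3.15 ± 0.366 against 2.75 ± 0.851 of 4) and IRF1 (2.55 ± 0.51 against 2 of 4) had 1 region each towards BT474R. The promoter region of CA9, a hypoxia target, was open in 0.65 ± 0.489 of the BT474R libraries and in none of BT474.

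**Figure D1:**
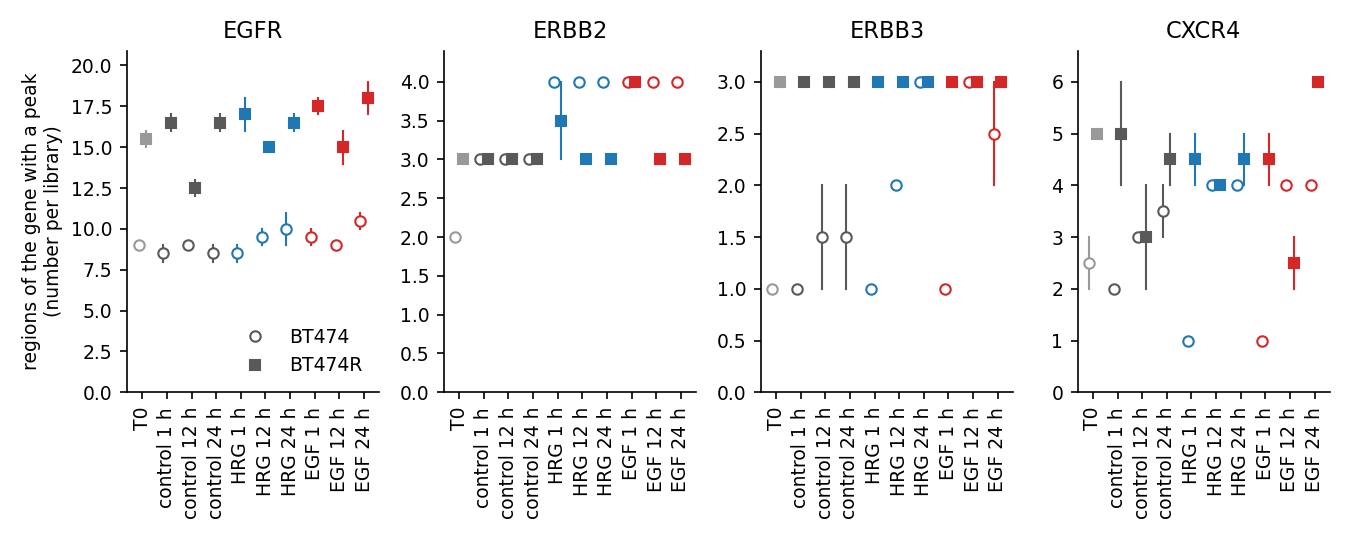
Number of regions of EGFR, ERBB2, ERBB3 and CXCR4 with a peak (y axis, regions per library) in each group (x axis, treatment and time, n = 2). Open circles are BT474 and filled squares BT474R means, and lines join both libraries.

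Counting called regions by gene list, immediate-early and MAPK feedback genes had 42 regions towards BT474R and 23 towards BT474 of 148 tested, and 44 and 23 when adjusted over the list alone. Androgen response genes had 15 and 7 of 81 (15 and 9 adjusted over the list alone), ERBB receptors and ligands 17 and 13 of 54 (19 and 13), oestrogen receptor and luminal genes 19 and 42 of 137 (19 and 43), cell cycle genes 2 and 9 of 27 (2 and 11), and interferon genes 5 and 5 of 23 (6 and 5). As a share of open regions relative to all regions, androgen response genes stood 8.35 percentage points higher in BT474R (2.08 ± 2.17 against -6.26 ± 1.62), immediate-early genes 6.57 points (3.30 ± 2.34 against -3.27 ± 2.10) and NF-kB targets 7.51 points, each in 20 of 20 libraries, with adjusted p 1.21e-04 from the smallest p the permutations allow, 1e-05. Luminal genes stood at -6.80 points (1.45 ± 2.17 against 8.25 ± 2.44) and cell cycle genes at -9.79 points (1.23 ± 4.12 against 11.0 ± 2.52), with the same adjusted p and 20 of 20 libraries. ERBB genes were 7.23 points higher (18 of 20 libraries, adjusted p 1.21e-04), but -5.57 points when regions were assigned within 10 kb (adjusted p 0.000739). Basal genes were at -7.29 points but at 4.69 with lists of 50% length (adjusted p 0.000333), where NF-kB targets turned to -1.77. Interferon genes did not differ (-1.06 points, permutation p two-sided, adjusted p 0.378). The lists of other cell types and of housekeeping genes differed as well: endothelial markers by 11.0 points (20 of 20 libraries), fibroblast markers by 6.74 (18 of 20), leukocyte markers by -7.87 (18 of 20) and housekeeping genes by 4.16 (19 of 20), by permutation at adjusted p 0.00141 for the last and less for the others. None of these list effects lay outside the central 95% of the effects of random gene sets of the same size, so random genes separate the lines as much.

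Between peaks outside promoters, the TEAD motif occurred in 6.50 ± 0.462% in BT474R and 7.80 ± 0.551% in BT474 (SD, n = 20 each; difference -1.31 points, two-sided permutation, adjusted p 1.93e-04, 20 of 20 libraries), and the CTCF motif in 4.19 ± 0.333 and 5.29 ± 0.691% (-1.09 points, adjusted p 3.08e-04, 20 of 20). CEBP (0.496 points, 20 of 20), RUNX (0.333 points, 20 of 20) and TFAP2 (0.797 points, 18 of 20) motifs were more frequent in BT474R. The oestrogen response element was rarer in BT474R, in 0.0135 against 0.0533% of peaks (20 of 20). The GATA motif was at -0.335 points, but at 0.223 with a window of 50 bp. The AP-1 motif was found in 15.5% of peaks of either line (mean difference -0.0307 points, permutation, adjusted p 0.951), a mean over differences of -0.688 points at T0, -0.964 at 1 h, 0.0617 at 12 h and 1.03 at 24 h, ligand libraries included. Without replicate 1 of every group no motif passed the threshold, though differences stayed of similar size (TEAD -1.36, CEBP 0.491 and RUNX 0.313 points, permutation, adjusted p 0.057 each), and without replicate 2 there were 9.

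**Figure D2:**
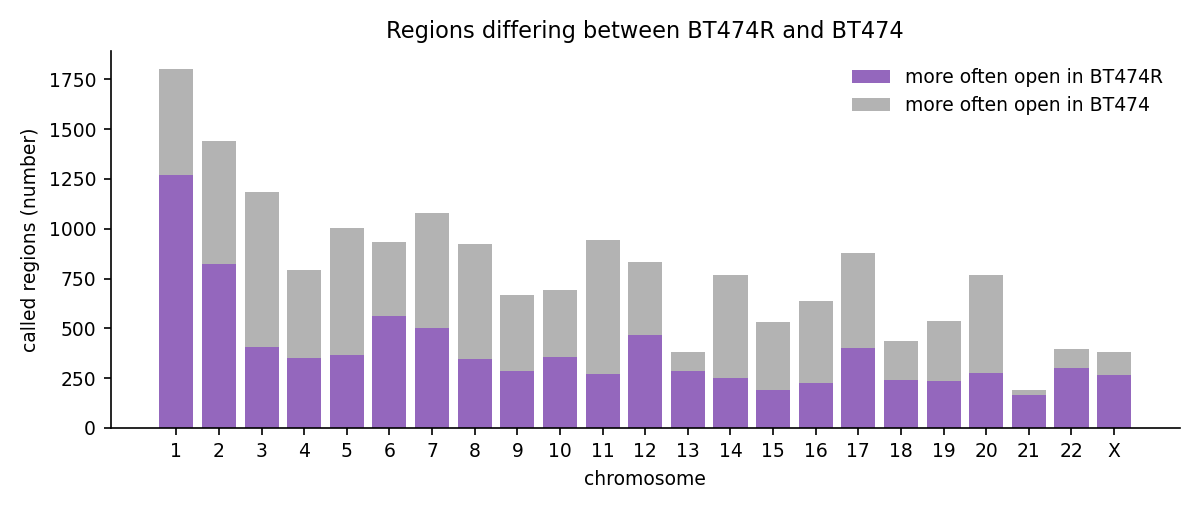
Number of regions open more often in BT474R or in BT474 (y axis) by chromosome (x axis), stratified exact test over 20 libraries per line.

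EGF in BT474 was compared with vehicle over the 3 times to find chromatin that a ligand of EGFR opens in sensitive cells. Regions open in all 6 EGF and no control libraries included the promoter of SDC4, a syndecan gene and NF-kB target, the promoter of MAL2, which encodes a membrane protein that organises HER2, and distal regions of PTPN1, a tyrosine phosphatase gene, of TSC22D2 and of ANKRD10. BCAS1, on the amplified arm of chromosome 20, gained a region with an AP-1 motif. Counted as closed in all EGF libraries was a region in an untranslated exon of AGR2, an oestrogen-regulated luminal gene. So were introns of PHACTR1, FBXL20 and NEDD4L and the promoters of ECEL1 and MAPK1IP1L. The EGF lists were longer than the control lists, 53680 against 50010 peaks on average. The cut to equal length therefore removed more of their weaker peaks. Regions near IER3, an immediate-early gene, and CCL20, a chemokine gene, opened in 5 of 6 libraries.

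Fisher's exact test called 160 gained and 24 lost regions of 4036 tested (two-sided, n = 6 per arm), all of them open in 6 libraries against 0, which gives the smallest possible p, 0.00217 (adjusted p 0.0475). Of the gained regions, 104 (65.0%, 95% interval 57.1 to 72.4) held an AP-1 motif, against 14.9% of those tested, and 13 (8.13%) were promoters. A call needed 175 regions at that p. Without any 1 of the 12 libraries 200 to 255 regions were fully separated, but none was called. A wider range of regions could then reach p 0.05 and entered the adjustment, so a call needed more than 175 regions. Without the 12 h libraries 402 were fully separated and none was called, with fewer libraries and a higher smallest p. No region was called either with peaks ranked by p, 50% cover, summit windows or 1 list length for all times. The exact test stratified by time, whose smallest p is 0.00926, also called none. With lists as deposited 290 regions and with lists of 50% length 91 regions were called. The SDC4 promoter region lay at chromosome 20 from 45346173 to 45346736, the MAL2 region at chromosome 8 from 119205071 to 119205469, the PTPN1 region at chromosome 20 from 50440523 to 50441206, the ANKRD10 region at chromosome 13 from 110965127 to 110965711, and the AGR2 region at chromosome 7 from 16794600 to 16795268. Other gained regions named by the rule were nearest to PLB1, MTHFD1L, NR2F2, BTBD7, CYP11A1, ST3GAL1, SYT6, RNF182 and CNTF, and lost ones to GNB4, TMEM45A, RNF217, SCN1A, TRIP12, GABRG3 and SESN2. The IER3 and CCL20 regions, open in 5 EGF and no control libraries, and an AREG region, open in 6 against 1, did not pass (exact p 0.0152, adjusted p 0.0928).

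HRG in BT474 asked the same of the ligand of ERBB3. It opened regions of the immediate-early genes IER3 and KLF6, of CCL20, of INSIG1, a gene of sterol synthesis, and of TNFSF10, which encodes the death ligand TRAIL. It also opened the ANKRD10, PTPN1, TSC22D2, MTHFD1L, BTBD7, PLB1 and BCAS1 regions in all 6 libraries. Regions of AREG and ERRFI1, an ERBB ligand and an inhibitor of EGFR, were open in all 6 HRG libraries and 1 control. Regions of AGR2, PHACTR1, TMEM45A, ACACA, NCOA1, a coactivator of the oestrogen receptor, and CREB5 closed in all 6.

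The exact test called 324 gained and 70 lost regions of 4604 tested (two-sided, n = 6 per arm), again all at 6 libraries against 0 (exact p 0.00217, adjusted p 0.0253). AP-1 motifs were in 224 of the gained regions (69.1%, 63.8 to 74.1), against 17.1% of those tested, and 21 (6.48%) were promoters. With lists of 50% length 190 regions were called, and without any 1 library 420 to 508. None was called without the 12 h libraries or with the test stratified by time, where the smallest possible p is higher. The IER3 region lay at chromosome 6 from 30769512 to 30769901, the KLF6 region at chromosome 10 from 3689937 to 3690423, the CCL20 region at chromosome 2 from 227818114 to 227818591, the INSIG1 region at chromosome 7 from 155291080 to 155291534 and the TNFSF10 region at chromosome 3 from 172550544 to 172550842. PARL, NSG2, SLC4A11, PRAG1, CWC15, TM4SF1, NRF1 and PFDN4 had gained regions of the same kind, and IQSEC3, CPLANE1, SBF2, DZANK1, CEP170, PPP1R3C and KCNJ13 lost ones. AREG (chromosome 4 from 74544700 to 74545292), ERRFI1 (chromosome 1 from 8004753 to 8005386) and NRG2 did not pass over all regions (exact p 0.0152, adjusted p 0.059). Over the ERBB list alone all 3 passed, of 7 regions tested, that is 3 when adjusted over the list alone and 0 over all.

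In BT474R, EGF opened no region past the threshold, and the regions named here are those with the largest differences. Open in all 6 EGF and no control libraries were the promoter of ITGB5, an integrin gene, and introns of MAP2K6, a kinase of the p38 pathway, of IMMP2L, of STRA6, which encodes a retinol transporter, and of GSR, which encodes glutathione reductase. The ANKRD10 region opened in BT474 was among them, and IER3, SPRED1, another MAPK feedback gene, EGLN3, an oxygen sensor gene, and INPP4B, a phosphatase gene of the PI3K pathway, had regions open in 6 against 1. LRMDA and PRDM13 had regions closed in all 6. With HRG, regions of IMMP2L, SHROOM2, SUMF1 and STRA6 were open in 6 libraries against 0, and that of ANKRD10 in 5.

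For EGF, Fisher's exact test called 0 of 6080 regions in BT474R (two-sided, n = 6 per arm), while 256 gained and 22 lost regions had unadjusted p under 0.05. At 6 libraries against 0 there were 92 gained and 2 lost regions (exact p 0.00217, adjusted p 0.14), where 264 would have been needed for a call. Of the 92, 70 (76.1%, 66.1 to 84.4) held an AP-1 motif against 14.4% of those tested. With 1 list length for all times 263 regions were called. Separated regions numbered 46 with lists of 50% length, 34 with peaks of at least 2 times the smallest score, 528 without the 12 h libraries and 158 without replicate 2 of EGF at 12 h. For HRG, Fisher's exact test called 0 of 5598 regions, with 22 gained and 3 lost at unadjusted p under 0.05 and 4 gained at 6 against 0 (exact, adjusted p 1), all with an AP-1 motif (39.8 to 100%). The IMMP2L intron region lay at chromosome 7 from 111499028 to 111499694, the SHROOM2 region at chromosome X from 9829283 to 9829901, the STRA6 region at chromosome 15 from 74193250 to 74193752, the MAP2K6 region at chromosome 17 from 69539678 to 69540489 and the ITGB5 promoter at chromosome 3 from 124878528 to 124879293.

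At single times, genes of the first response to growth factors were among those that gained regions with EGF in both lines. With EGF in BT474R at 24 h, immediate-early and MAPK feedback genes gained 19 and lost 6 of 245 regions, beside 2985 gained and 2016 lost of all 71600, and no test was made at single times. The genes named here were picked after their values were seen, from the gene lists, and 2 libraries against 2 give no p under 0.33. For 1 and 12 h, list members that lost a region are not given. Over all regions, EGF in BT474 gained 1352 and lost 1174 at 1 h, and 1462 and 838 at 12 h. In BT474R it gained 1251 and lost 1129 at 1 h, and 1612 and 1141 at 12 h. At 1 h in BT474, ATF3, DUSP4, EGR3, MYC and SPRY4, genes of the first response to growth factors, and BIRC3, CCL20, LIF, REL and SDC4, NF-kB targets, gained a region with EGF. At 12 h AREG, ERBB2, ERBB3, ERBB4 and ERRFI1 did, and so did IRF9 of the interferon pathway. In BT474R, EGFR, ERBB2, EREG and ERRFI1, and the interferon genes GBP2, IRF9 and TNFSF10, gained a region at 1 h, and MX1 at 12 h. At 24 h DUSP1, DUSP4, DUSP5, DUSP6, EGR1, IER3, JUN, KLF6, SPRY4 and others did, with HBEGF and TGFA, which encode EGFR ligands, the hypoxia and glycolysis genes HK2, NDRG1, PDK3, PFKFB3, PFKP and VEGFA, and CCL20, CXCL2, CXCR4, IL6 and NFKB2, while the luminal genes ESR1, FOXA1, PGR and TBX3 lost one. In all, luminal genes gained 7 and lost 13 of 241 regions there, hypoxia and glycolysis genes 14 and 2 of 179, NF-kB targets 8 and 2 of 71, and ERBB genes 6 and 1 of 77.

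Counts of changed regions in BT474 with EGF were 2526 at 1 h (1352 gained), 2300 at 12 h (1462) and 3524 at 24 h (1695), which was 3.97, 3.20 and 5.92 times the mean of the other splits. In BT474R they were 2380 (1251 gained), 2753 (1612) and 5001 (2985), or 4.09, 7.90 and 14.4 times. HRG changed 3567, 3649 and 3885 regions in BT474, at ratios of 6.29, 6.50 and 5.43, and 1299, 1702 and 1247 in BT474R, at 1.74, 4.18 and 1.42. AP-1 motifs were in 50.4% of the regions gained with EGF in BT474R at 24 h. Regions gained at 24 h with EGF in both lines numbered 404, against 296 expected from the counts, and those lost in both 90 against 26.1, while 25 against 177 went in opposite directions. Promoters were 14.5% of the regions changed by EGF in BT474 (13.8 to 15.3) and 12.7% by HRG (12.1 to 13.3). In BT474R they were 13.1% by EGF (12.4 to 13.7) and 14.9% by HRG (13.9 to 16.1). With promoters defined by 1 kb they were 8.49, 6.58, 7.0 and 9.18%. The 3 kb shares lay below the 28.2% of all regions. But all regions include those that do not vary between libraries and so could not change. The lower share therefore does not by itself describe the ligands. In these shares a region changed at more than 1 time entered once for each time. With lists of 50% length the counts dropped by about as much as the lists, to 2372 for EGF in BT474R at 24 h. Where a group kept only 1 library every count rose, since a single library has no replicate to differ from, and the counts for EGF at 24 h became 5318 to 5887 in BT474 and 6336 to 7326 in BT474R.

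**Figure D3:**
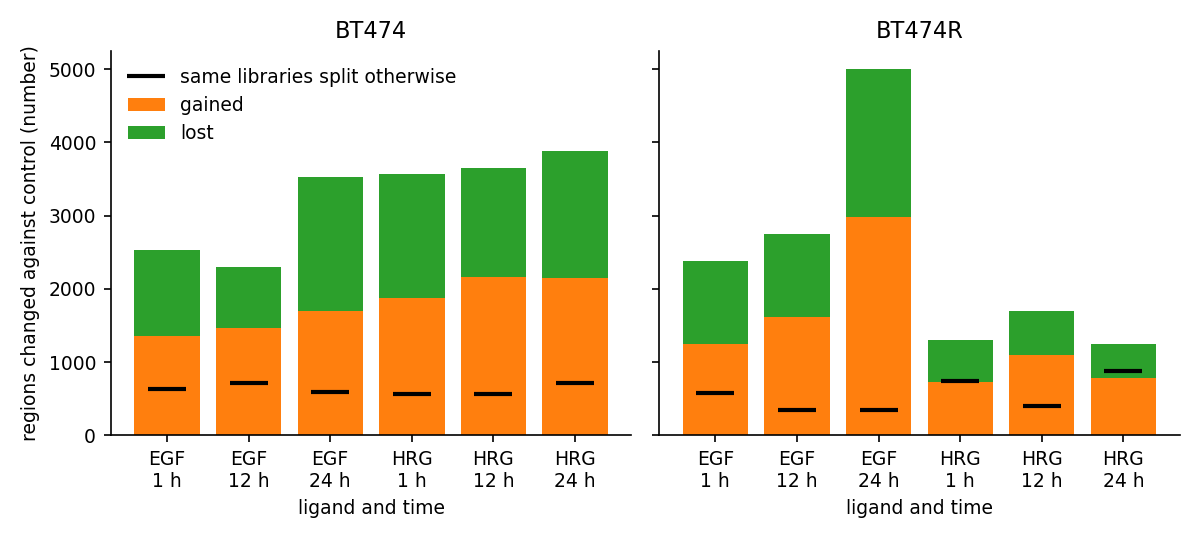
Regions gained and lost against control (y axis, number of regions) for each ligand and time (x axis) in BT474 and BT474R, 2 against 2 libraries. Black bars give the mean over the other splits of the same libraries.

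The genes fixed in advance changed at single times as follows. The ERBB2 promoter region at chromosome 17 from 39694696 to 39697295 was gained with EGF and with HRG at 12 h in BT474. In BT474 controls it was also gained at 1 h against T0. Another ERBB2 region (39691539 to 39691849) was gained at 1 h with both ligands in BT474 and with EGF in BT474R. That region was also gained in BT474 controls at 12 h against T0. The ERBB3 promoter region at chromosome 12 from 56081419 to 56082346 was gained in BT474 with EGF at 12 and 24 h and HRG at 24 h. EGFR introns were gained with EGF in BT474R at 1 h (55073967 to 55074264 on chromosome 7) and at 24 h (55158614 to 55159125), both with an AP-1 motif. EGFR regions without the motif were gained in BT474R too. They lay at 54961795 to 54962116 with EGF at 1 h and at 54985422 to 54986007 with both ligands at 12 h. With HRG but not EGF, 55209263 to 55209742 was gained at 12 h. The CA9 promoter region (35673232 to 35674207 on chromosome 9) was gained with both ligands at 12 h in BT474R. Without ligand it was also open in both BT474R controls at 24 h and in 1 of 2 BT474R libraries at T0. A CXCR4 region (136072754 to 136073407 on chromosome 2) was gained with both ligands at 12 h in BT474, another (136209410 to 136209838) was gained with EGF at 24 h in BT474R, and a further one (136178988 to 136180207) was lost with both ligands at 1 h in BT474. No IRF1 region changed with a ligand.

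The AP-1 motif, bound by FOS and JUN proteins, which growth factors induce, became more frequent in open regions with both ligands in both lines. With EGF in BT474 it was in 16.0 ± 0.574% of peaks outside promoters, against 13.1 ± 0.591% in controls (SD, n = 6 each; difference 2.93 points), and with HRG in 17.1 ± 0.357% (3.98 points). In BT474R it was in 18.4 ± 1.75% with EGF, against 13.4 ± 0.226% in controls (4.98 points), and in 15.6 ± 0.429% with HRG (2.22 points). Each difference had the smallest exact permutation p, 0.00926 (two-sided, adjusted p 0.0492), and all 6 ligand libraries lay on the same side. The rise with EGF in BT474R was 3.03 points at 1 h, 4.97 at 12 h and 6.94 at 24 h, and in BT474 2.78, 2.87 and 3.13.

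These AP-1 calls stand close to the threshold. Their adjusted p also depends on the other motif tests, so it can cross the threshold when the AP-1 difference hardly moves. A lost call therefore does not by itself show that the difference rests on the library left out. With differences near those of all libraries, calls were lost, at adjusted p 0.0509 or 0.0528, without some single libraries. For EGF in BT474 these were EGF at 1 h (replicates 1 and 2), EGF at 12 h (replicate 1) and control at 24 h (replicates 1 and 2), with 2.83 to 3.07 points. For HRG in BT474 they were HRG at 12 h and control at 24 h (replicates 1 and 2 of each), with 3.93 to 4.02 points. In BT474R they were any EGF library or control at 12 h (replicate 1) for EGF, with 4.87 to 5.09 points, and control at 12 h (replicate 1) for HRG, with 2.16 points. Without the 12 h libraries no exact permutation p could pass (adjusted p 0.225), with differences of 2.96, 3.97, 4.99 and 2.01 points. With lists of 50% length, peaks ranked by p, a window of 50 bp or promoter peaks included, adjusted p was 0.0528 to 0.0648 by exact permutation. The direction never changed.

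**Figure D4:**
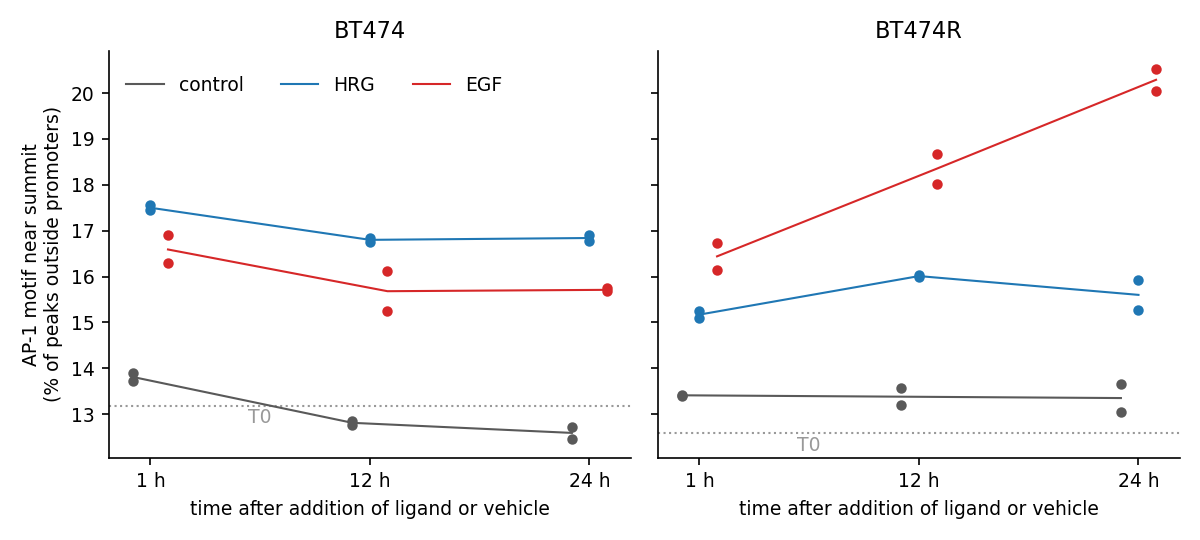
Percent of peaks outside promoters with an AP-1 motif within 100 bp of the summit (y axis) at 1, 12 and 24 h (x axis). Points are libraries, lines join group means (n = 2), and the dotted line is T0.

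The other motifs that passed moved by less than 1 point on average over the times, with the same exact permutation p (two-sided, adjusted p 0.0492, 6 of 6 libraries). The GRHL motif, of grainyhead factors of epithelial cells, fell by 0.128 points with EGF and by 0.192 with HRG in BT474, and with EGF in BT474R it fell by 0.281. CTCF fell by 0.521 points and the CRE motif rose by 0.0307 with EGF in BT474. With EGF in BT474R the STAT motif rose by 0.169 points, but stood at -0.0113 with a window of 50 bp, and KLF/SP fell by 0.123. The shuffled AP-1 sequence, a negative control, also rose there, by 0.157 points (6 of 6 libraries). All of these calls were lost without the single libraries named above for AP-1 in the same comparison, and GRHL also without control at 1 h (replicate 1 in BT474, -0.118 points, and replicate 2 in BT474R, -0.267 points). KLF/SP was also lost without replicate 2 of control at 12 h (-0.115 points) or replicate 1 at 24 h (-0.114 points). The interferon element ISRE/IRF did not pass with EGF in BT474R (0.0768 points, exact permutation, adjusted p 0.11), nor did the hypoxia element with any ligand.

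Gene lists with more open regions were, in BT474, ERBB receptors and ligands and NF-kB targets with both ligands, and immediate-early genes. The ERBB list rose by 6.88 points with EGF (-8.20 ± 2.55 against -15.1 ± 1.65, SD, n = 6 each) and by 9.88 with HRG, above 99.1 and 99.8% of random gene sets. NF-kB targets rose by 7.68 points with EGF (-4.83 ± 2.08 against -12.5 ± 1.71) and by 9.31 with HRG, above 99.8 and 99.9% of random sets. Immediate-early genes rose by 3.36 and 4.55 points (96.5 and 98.1%), so that the value with EGF lay within the central 95% of random sets. Each had an exact permutation p of 0.00926, the smallest possible (two-sided, adjusted p 0.044, 6 of 6 libraries). The ERBB call with EGF was lost without replicate 1 of control at 1 h (6.18 points) or replicate 2 of EGF at 1 h (6.26), and the NF-kB call with EGF without replicate 2 of EGF at 24 h (7.19). With lists of 50% length NF-kB targets stood at 0.427 points (EGF) and 1.2 (HRG) and the ERBB list with EGF at 2.14, none of them called. Without the 12 h libraries too few arrangements remain for any p to pass, and the values for EGF and HRG were 7.20 and 11.3 points (ERBB), 8.12 and 8.02 (NF-kB) and 3.95 and 4.87 (immediate-early). With peaks ranked by p none of the lists passed either, at 5.57 and 9.23, 6.97 and 8.61, and 3.29 and 4.89 points (exact permutation, adjusted p 0.0513, for NF-kB with EGF 0.077). Nor did they with regions assigned within 10 kb, at 7.04 and 10.7, 6.71 and 7.79, and 2.02 and 2.37 points.

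In BT474R the same lists moved up without passing: ERBB by 5.17 points with EGF and 3.80 with HRG (exact permutation, adjusted p 0.0684 for both), NF-kB targets by 4.69 (adjusted p 0.134) and 3.46 (0.0684), and immediate-early genes by 3.29 (0.0924) and 2.19 (0.134). With lists of 50% length ERBB genes and NF-kB targets with HRG stood at -0.169 points each. PI3K, AKT and mTOR genes passed with EGF (5.67 points, 6 of 6 libraries, exact permutation p 0.00926, adjusted p 0.044, above 99.2% of random sets), but not without any EGF library of 1 or 12 h (5.59 to 5.75 points), and stood at -1.31 points with lists of 50% length. Oestrogen receptor and luminal genes fell by 2.59 points with EGF (6 of 6, exact permutation, adjusted p 0.044), within the range of random sets, and not past the threshold without either EGF library of 12 h (-2.64 and -2.55 points). Genes amplified at 17q12 and 20q13 rose by 5.19 points with EGF in BT474R and by 4.12 in BT474 (6 of 6, exact permutation, adjusted p 0.044), within the range of random sets. The latter was lost without replicate 2 of control at 12 h (3.44), either EGF library of 12 h (4.71 and 3.52), replicate 1 of control at 24 h (3.73) or replicate 2 of EGF at 24 h (3.48), and turned to -0.302 with lists of 50% length. The largest value of the amplified genes, 8.19 points with HRG in BT474, lay above 99.4% of random sets but did not pass the threshold. With HRG in BT474, TGF-beta genes rose by 3.91 points and androgen response genes by 2.43 (6 of 6 each, exact permutation, adjusted p 0.044), both within the range of random sets. TGF-beta was lost without replicate 2 of control at 1 h (3.39), replicate 1 of HRG at 1 h (3.55) or either HRG library of 12 h (4.01 and 3.81). The androgen list was lost without replicate 2 of control at 12 h (2.11), either HRG library of 12 h (2.40 and 2.47), or replicate 1 of control (1.89) or HRG (1.99) at 24 h, and stood at -0.569 within 10 kb. The interferon list did not pass with either ligand (-0.489 and -0.733 points in BT474, 1.72 and -0.534 in BT474R, exact permutation, adjusted p 0.907, 0.907, 0.378 and 0.79). Hypoxia genes did not pass either, at 2.21 points with EGF in BT474 and 3.02 in BT474R (adjusted p 0.117 and 0.242, exact permutation), nor did lipid genes, at most 2.54 points with HRG in BT474R (adjusted p 0.117).

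Whether a ligand acts differently in the lines was tested directly. The AP-1 rise with EGF was larger in BT474R, by 2.05 points (exact permutation p 0.000471, two-sided, adjusted p 0.0105, n = 12 per line), and that with HRG smaller, by -1.76 points (exact permutation p 4.29e-05, the smallest possible, adjusted p 0.00176). With HRG the change of ERBB genes was lower in BT474R than in BT474 (-6.08 points, adjusted p 0.0266, exact permutation). So was that of NF-kB targets (-5.85, adjusted p 0.0105) and of TGF-beta genes (-3.30, adjusted p 0.0351), though none of the lists passed in BT474R alone. With 1 list length for both lines these 3 differences were -3.87, -0.151 and -2.33 points and were not called, and with lists of 50% length NF-kB targets stood at -1.36 and TGF-beta genes at -2.19, not called either. With EGF the change in BT474R also lay above that in BT474 for the STAT motif (by 0.148 points, exact permutation, adjusted p 0.00176), for GATA (0.346, adjusted p 0.0351) and ISRE/IRF (0.122, adjusted p 0.0193), and for PI3K genes (7.12, adjusted p 0.0193, but -1.14 with lists of 50% length). With 1 list length for both lines GATA (0.356), ISRE/IRF (0.093) and PI3K genes (4.48) were not called, and with lists of 50% length GATA (0.353), ISRE/IRF (0.143) and STAT (0.148) were not. Both AP-1 differences stayed past the threshold with 1 list length for both lines, lists as deposited, lists of 50% length and peaks ranked by p. In BT474 itself GATA (-0.264), ISRE/IRF (-0.0453) and PI3K genes (-1.45) went down without passing, and in BT474R GATA and ISRE/IRF did not pass. The direction held in every omission of 1 library.

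EGF set against HRG asks what separates EGFR from ERBB3 signalling in each line. In BT474R 1077, 1305 and 2611 regions differed at 1, 12 and 24 h, 1.42, 3.00 and 4.20 times the other splits. At 24 h 1529 of them were open with EGF and closed with HRG, and AP-1 motifs were in 53.4% of them against 1.76% of the regions open with HRG. In BT474 1162, 1294 and 1049 regions differed at 1, 12 and 24 h, at ratios of 1.48, 1.54 and 0.939. The AP-1 motif was 1.05 points rarer with EGF than HRG in BT474 (-1.05) and 2.76 points more frequent in BT474R (exact permutation p 0.00926 each, two-sided, adjusted p 0.0492, 6 of 6 libraries). The shuffled AP-1 sequence was also more frequent with EGF than HRG in BT474R, by 0.136 points (6 of 6 libraries, exact permutation, adjusted p 0.0492). Without any EGF library the AP-1 call in BT474R was lost (2.65 to 2.88 points). In BT474 it was lost without replicate 2 of HRG at 1 h (-1.03), EGF at 1 h (-0.952 and -1.15 for replicates 1 and 2), HRG at 12 h (-1.04 and -1.07) or replicate 1 of EGF at 12 h (-0.907). Here too the adjusted p also depends on the other motif tests, so these losses do not by themselves show dependence on the omitted library. No gene list passed, the closest being luminal genes in BT474R (-1.44 points) and hypoxia genes in BT474 (1.55 points), both at adjusted p 0.0684 by exact permutation.

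Control cells set against T0 show what changed without ligand. Time, continued serum starvation, fresh medium and vehicle cannot be told apart there. In BT474 1322, 1524 and 1790 regions differed from T0 at 1, 12 and 24 h, at 1.79, 2.11 and 2.62 times the other splits, and in BT474R 1843, 1172 and 1946, at 2.20, 1.80 and 2.76 times. ERBB2 had 2 of its 4 regions open at T0 in BT474 and 3 in every control, and EGFR kept 15.5 regions open on average at T0 in BT474R.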

Values the study reported

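The study lists 40 ATAC-seq samples made in duplicate (n = 2), from cells given EGF at 50 ng/mL or HRG at 10 ng/mL. It used 50,000 cells per library. Promoter accessibility of androgen and oestrogen response genes was enriched with EGF in BT474 at adj p < 0.05, and that of inflammatory response and hypoxia genes in BT474R at the same threshold.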

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

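The tests of base composition, of noisier replicates and of an absent response were chosen after the results they measure were seen. The tests with 1 list length for both lines and without 1 library, made for the AP-1 difference, were added after the data had been seen but before their own values were.

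Of 82 tests of whether a ligand acts differently in the lines, 9 passed the threshold, and each is given here because of that difference. With EGF, the AP-1 motif rose by 4.98 points in BT474R and 2.93 in BT474 (difference 2.05 points, exact permutation p 0.000471, adjusted p 0.0105). The GATA motif moved by 0.082 points in BT474R and -0.264 in BT474 (0.346, exact permutation, adjusted p 0.0352), ISRE/IRF by 0.0768 and -0.0453 (0.122, adjusted p 0.0193), STAT by 0.169 and 0.0213 (0.148, adjusted p 0.00176), and PI3K, AKT and mTOR genes by 5.67 and -1.45 (7.12, adjusted p 0.0193). With HRG, AP-1 rose by 2.22 points in BT474R and 3.98 in BT474 (-1.76, exact permutation p 4.29e-05, adjusted p 0.00176). ERBB genes moved by 3.80 and 9.88 points (-6.08, exact permutation, adjusted p 0.0266), NF-kB targets by 3.46 and 9.31 (-5.85, adjusted p 0.0105), and TGF-beta genes by 0.605 and 3.91 (-3.30, adjusted p 0.0352). In BT474R alone none of these lists passed with HRG. The test is somewhat liberal, since 8.0 and 7.93% of simulated measures without a difference had p under 0.05, and 1.2 and 0.967% under 0.005. With 1 list length for both lines, the differences of GATA (0.356), ISRE/IRF (0.093), PI3K (4.48), ERBB (-3.87), NF-kB targets (-0.151) and TGF-beta genes (-2.33) were no longer past the threshold. With lists of 50% length PI3K turned to -1.14 and NF-kB targets stood at -1.36. The STAT change with EGF in BT474R reversed its sign with a motif window of 50 bp. The shuffled AP-1 sequence, a negative control, moved by 0.157 points with EGF in BT474R and by 0.141 in BT474.

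The AP-1 gain was larger with EGF in BT474R and with HRG in BT474. Different list lengths of the lines are argued against by 1 list length for both lines at each time, where the differences were 1.94 and -1.93 points. Base composition of the peaks is argued against by the shuffled motif, whose differences were 0.255 and -2.09% of its control level, against 15.5 and -13.3% for AP-1. A single deviating library is argued against by the smallest differences without 1 library, 1.91 and -1.66 points. What in the lines underlies the difference stays open, since receptor activity was not analysed here.

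Regions open in 1 line lay in blocks along the chromosomes: of neighbouring called regions within 1 Mb, 65.8% of 17813 pairs shared their direction. List length and library yield are argued against by the same share without the 12 h libraries, 65.8%. Differences in copy number between the lines stay open, since regions 5 to 10 Mb apart still shared their direction in 56.5% of pairs, against 50.04% by chance, and in 55.8 to 57.1% without any 1 chromosome. Copy number could not be separated from regulation of neighbouring genes, which was not tested.

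BT474R changed little with HRG at 1 and 24 h. Noisier replicates stay open: the other splits of the same libraries changed 748 regions with HRG and 582.5 with EGF at 1 h (128%), and 881 and 346.5 at 24 h (254%). An HRG library that did not respond is argued against by the lowest HRG library lying 1.67 and 1.63 points above the highest control in AP-1 share at 1 and 24 h. No response at all is argued against by the AP-1 difference of 2.22 points over the times. The AP-1 share, a mean over libraries, rose less with HRG in BT474R than in BT474 (2.22 against 3.98 points, difference -1.76, exact permutation, adjusted p 0.00176, and -1.66 to -1.87 without any 1 library). For the number of changed regions, a weaker response was not separated from noisier replicates.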

How the results depend on the processing

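Alternatives to the main settings were run for 130 results, 1856 values in all. Of these values, 1303 left their result on its side of the threshold and in its direction, or a count within 1.5 times, 329 weakened it, 11 strengthened it, 28 reversed it and 185 moved a count by more than 1.5 times. For measures tested by permutation, omission of the 12 h libraries and the replicate block leave fewer arrangements and so raise the smallest possible p. Unless stated below, the cause was not tested for the other settings. Omission of the 12 h libraries, 1 list length for all times, the counts of fully separated regions, and the alternatives for T0, for EGF against HRG and for the difference between lines were chosen after the data had been seen.

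Regions open more often in BT474R (8834) numbered 3967 with lists of 50% length, 4525 with peaks of at least 2 times the smallest score, and 1611 with T0 and control libraries only. Regions open more often in BT474 (9372) numbered 4172 with lists of 50% length and 1528 with T0 and control libraries only. Without replicate 1 or without replicate 2 of all groups, both counts were 0. Each stratum then holds 1 library against 1, which raises the smallest possible p.

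For EGF over 3 times in BT474 (184 regions called), lists as deposited gave 290 calls and lists of 50% length 91, and the fully separated regions had the same counts. No region, 0, was called with peaks ranked by p, with peaks covering 50% of the region, with summit windows, with the test stratified by time, with the replicate block, with 1 list length for all times, without the 12 h libraries, or without any 1 library. Without 1 library 200 to 255 regions were fully separated, and without the 12 h libraries 402. With 1 library left out, a wider range of regions could be tested and entered the adjustment. A call then needed more than the 175 fully separated regions of the main test. The lost calls therefore do not by themselves show that the result rests on the omitted library. For HRG in BT474 (394), lists of 50% length gave 190, called and fully separated alike. The test stratified by time, the replicate block and omission of the 12 h libraries gave 0 calls, the last with 604 fully separated regions. Each of these settings raises the smallest possible p.

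For EGF in BT474R no region was called, except 263 with 1 list length for all times. Fully separated regions (94) numbered 46 with lists of 50% length, 34 with peaks of at least 2 times the smallest score, 263 with 1 list length for all times, 528 without the 12 h libraries, and 95 to 158 without 1 library, the most without replicate 2 of EGF at 12 h. For HRG in BT474R (4) they numbered 24 with lists as deposited, 14 with the higher score, 14 with 50% cover, 36 with 1 list length, 62 without the 12 h libraries and 4 to 9 without 1 library.

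Regions changed at single times fell with lists of 50% length. With EGF in BT474 they numbered 1309 at 1 h, 1157 at 12 h and 1991 at 24 h, and with HRG 1926, 1865 and 1960. With EGF in BT474R they numbered 1217, 1479 and 2372, and with HRG 587, 976 and 613. EGF against HRG gave 509, 584 and 441 in BT474 and 577, 728 and 1192 in BT474R, and control against T0 gave 658, 729 and 922 in BT474 and 855, 561 and 1007 in BT474R. With lists as deposited, BT474R had 3685 regions changed by EGF at 1 h, 3339 by HRG at 12 h, 1858 at 1 h and 3269 at 12 h between EGF and HRG, and 5063 between control at 12 h and T0. With peaks of at least 2 times the smallest score, BT474R had 1383 changed by EGF at 12 h, 803 by HRG at 1 h, 2448 at 12 h and 1551 at 24 h between EGF and HRG, and 3150 between control at 12 h and T0, and BT474 had 786 between EGF and HRG at 12 h. With 50% cover, BT474R had 2703 changed by HRG at 12 h, 1996 between EGF and HRG at 12 h, and 2235 between control at 12 h and T0.

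Leaving 1 library out of 4 raised the counts, because the remaining library of its group cannot disagree with another. With EGF in BT474 they ran from 4130 to 4577 at 1 h, 3856 to 5345 at 12 h and 5318 to 5887 at 24 h, and with HRG from 5312 to 5693, 5350 to 5698 and 5666 to 7132. With EGF in BT474R they ran from 4070 to 4349 at 1 h, 3897 to 4437 at 12 h and 6336 to 7326 at 24 h, and with HRG from 2794 to 3111, 2748 to 3359 and 2308 to 4014. EGF against HRG ran from 2635 to 2885, 2575 to 4287 and 2483 to 4105 in BT474, and from 2524 to 2732, 2297 to 2695 and 3698 to 5311 in BT474R. Control against T0 ran from 2829 to 3323, 3035 to 3345 and 3412 to 3740 in BT474, and from 3248 to 4808, 2129 to 3301 and 3393 to 5339 in BT474R.

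With promoters defined by 1 kb, they were 8.49% of the regions changed by EGF and 6.58% of those changed by HRG in BT474, and 7.0 and 9.18% in BT474R.

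The AP-1 difference kept its sign in every ligand comparison, and its adjusted p was above 0.05 in several settings. With EGF against control in BT474 it was 3.31 points with lists of 50% length (adjusted p 0.0648), 3.02 with peaks ranked by p (0.0528), 2.05 with a window of 50 bp (0.0528), 2.20 with promoter peaks included (0.057), 2.93 with the replicate block (0.15) and 2.96 without the 12 h libraries (0.225), by exact permutation. With HRG in BT474 the same settings gave 4.52, 4.04, 2.77, 2.95, 3.98 and 3.97 points. With EGF in BT474R they gave 5.15, 5.16, 3.47, 3.62, 4.98 and 4.99, and with HRG in BT474R 2.15, 2.44, 1.58, 1.64, 2.22 and 2.01. For EGF against HRG they gave -1.21, -1.02, -0.716, -0.751, -1.05 and -1.02 in BT474, and 3.00, 2.73, 1.89, 1.98, 2.76 and 2.98 in BT474R.

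Without 1 library the AP-1 difference ran from 2.78 to 3.07 points with EGF in BT474 (call lost for 5 of 12 libraries), 3.93 to 4.02 with HRG (4 of 12), 4.87 to 5.09 with EGF in BT474R (7 of 12) and 2.11 to 2.32 with HRG in BT474R (1 of 12). EGF against HRG ran from -1.20 to -0.907 in BT474 and from 2.65 to 2.88 in BT474R (6 of 12 in each). Since the adjusted p also depends on the other motif tests, a lost call does not by itself show dependence on the omitted library. Between the lines, where the mean AP-1 difference did not pass, it changed sign to 0.179 with lists as deposited, 0.226 with lists of 50% length, 0.000329 with peaks ranked by p and 0.168 with promoter peaks included, and ran from -0.0801 to 0.0188 without 1 replicate number. Motifs past the threshold between the lines numbered 0 without replicate 1 and 9 without replicate 2, and gene lists 10 and 13.

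Other motifs changed sign with a window of 50 bp: STAT with EGF in BT474R to -0.0113, CRE between the lines to -0.00211, and GATA between the lines to 0.223. Gene lists changed sign mostly with lists of 50% length. With EGF luminal genes in BT474 went to 0.123 points, genes of 17q12 and 20q13 in BT474 to -0.302, PI3K genes in BT474R to -1.31, and cell cycle genes in BT474R to -1.69. With HRG in BT474R, ERBB genes and NF-kB targets went to -0.169 each. Between the lines NF-kB targets went to -1.77, basal genes to 4.69 and TGF-beta genes to -0.421, and the difference between lines in the PI3K effect of EGF went to -1.14. With regions assigned within 10 kb, androgen response genes with HRG in BT474 went to -0.569 and ERBB genes between the lines to -5.57. The causes of these reversals were not tested.

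The difference between the lines in peaks was -4127 with the higher score and then passed (adjusted p 0.012). The difference in covered length between the lines was -1.21 Mb without the 12 h libraries and ran from -4.00 to -3.51 without 1 replicate number. Without the 12 h libraries the covered length with EGF in BT474 went to -0.230 Mb and with HRG to -0.619, and EGF against HRG went to -0.0979 with the higher score and ran from -0.261 to 0.441 without 1 library. In BT474R, EGF against control ran from -196.7 peaks (without replicate 1 of control at 12 h) to 2421, and EGF against HRG from -4937 to -1291 peaks and from -3.66 to -0.951 Mb.

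Replicate numbers do not say which libraries were made together, so the replicate block stands only as an alternative. Deviations of libraries with the same number were correlated at 0.004 on average in BT474 and 0.0141 in BT474R (45 pairs each, lowest -0.0582 and -0.0686, highest 0.274 and 0.16).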

Other observations

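The windows, the overlaps between times and the contig counts were chosen after the main results were seen, as was the count of fully separated regions in the splits of BT474.

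Whole stretches of chromosome differed between the lines. Of 204 windows of 10 Mb with at least 40 called regions, 31 had over 75% of them open more often in BT474R and 28 under 25%. On chromosome 1 from 30 to 40 Mb 156 of 167 called regions were open more often in BT474R, on chromosome 21 from 30 to 40 Mb 68 of 74, and on chromosome 6 from 100 to 110 Mb 67 of 74. On chromosome 4 from 150 to 160 Mb 49 of 50 were open more often in BT474, from 180 to 190 Mb 60 of 65, and on chromosome 11 from 120 to 130 Mb 72 of 79. By chromosome the share open more often in BT474R ran from 28.9% on chromosome 11 to 85.9% on chromosome 21.

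Regions changed by a ligand at 12 h and again at 24 h mostly kept their direction. With EGF in BT474R, 443 regions were gained and 332 lost at both times and 1 went in opposite directions, where 243.2, 147.2 and 378.6 were expected from the counts. With HRG in BT474, 986 were gained and 460 lost at both times and 19 went in opposite directions. Between 1 and 12 h with HRG in BT474R 11 regions were gained at both times and 5 in opposite directions, where 7.97 and 4.74 were expected.

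Splitting the libraries otherwise shows how often another grouping gives as many regions. For EGF in BT474, only the real split of 100 had as many fully separated regions (184), and the highest other had 27. Such a comparison can show no share below 1 of 100. For HRG in BT474 likewise only 1 split of 100, the real one, had as many (394, highest other 34). For EGF in BT474R only 1 of 100 had as many (94, highest other 26). For HRG in BT474R 7 of 100 had as many (4, highest other 218), so chance cannot be excluded there. A split with so many more points to a structure of the samples, which was not examined. For the lines, only 1 of 100 had as many called regions (18206, highest other 5957).

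Peaks on unplaced contigs, which no comparison used, were 0.0562 to 0.0651% of the peaks of an arm, with no excess with a ligand over controls.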
